A study of Bos taurus with 29 samples. Its data were reported in "A high plane of nutrition during early life alters the hypothalamic transcriptome of heifer calves" (2021).

How the data were processed

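The ARC was dissected from 29 heifer calves and 1 stranded library of polyadenylated RNA was sequenced per calf. Per the labels, 14 calves were on the HI and 15 on the MOD plane of nutrition, and each calf was put in its group by the diet given in its sample record. The number of the calf in the column name matched the number in the title of 1 sample only. In 1 column the number was followed by a different letter from that of the remaining columns, and it was used as that calf's library.

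The authors trimmed adapters with cutadapt, aligned the reads to the UMD3.1 bovine assembly with STAR, counted reads per gene and normalized with the trimmed mean of M-values (TMM) in edgeR. The deposited signal was normalized, with read counts divided by the effective size of each library and multiplied by 1000000. Of the nonzero deposited values, 100.0% were whole multiples of the smallest nonzero value of their column. The reads per gene were recovered by dividing by that value. The size factors implied by the deposited values had a geometric mean of 1.0 and ranged from 0.803 in HI 9 to 1.063, with a second lowest of 0.949. Totals per library ranged from 11040026 to 20255414 recovered reads. Over the 196 pairs of libraries of the same diet, the smallest chi-square per degree of freedom of the read counts was 8.86, so that no pair agreed within sampling noise and each library was counted as 1 replicate. Every deposited column was used.

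Before the data were examined, the edgeR exact test had been chosen as the main test, after the methods of the study. Because the deposited values are normalized and not raw counts, the main test became limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a trend) on log2(value + 1), with a pseudocount of 1. The planned test could still be run on the recovered reads and was kept as an alternative. Genes were kept with a value above 1 in at least 14 libraries, which left 14165 of 24596. A gene was called at a Benjamini-Hochberg adjusted p-value below 0.10 and a fold change above 1.5. Adjusted p-values below 0.05 were also counted. No covariate was fitted. The study formed blocks of calves on age, body weight, sire and source farm before allotting the diets. These blocks were not fitted, so any difference between them stays in the spread between calves. Count tests on the recovered reads were run as alternatives: the edgeR 4.0.16 exact test with gene-wise dispersions (which called 1 gene), the same test with one dispersion for all genes, the edgeR quasi-likelihood test, glmTreat against a fold change of 1.2, DESeq2 1.42.0, limma-voom with and without sample quality weights, a Wilcoxon rank-sum test (exact, or by permutation for 30 genes with ties), and the quasi-likelihood test with 3 surrogate variables from sva 3.50.0. Other normalizations, filters, pseudocounts (0.1 and 0.5) and sets of libraries were also tried. The share of variance with diet was computed with vegan 2.7.1 (adonis2, Euclidean distances, permuted diet labels). The total reads of the diets were compared by a two-sided permutation test with 100000 resamples in Python 3.11.15 with numpy 2.4.6.

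The scripts were tested on simulated data. Reads were drawn for the real genes from the real means, library sizes and gene-wise dispersions, and 200 genes were changed. Each gene was drawn independently of the others. At a 2-fold change, 14215 genes passed the filter, limma called 89.5% of the changed genes and called 5 unchanged genes, and the exact test with gene-wise dispersions called 93.0% and 19. At a 4-fold change, 14205 genes passed the filter and limma called 97.5% of the changed genes and 5 unchanged genes.

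The deposited table gives Ensembl identifiers without gene names. Of the 24596 identifiers, 0 matched an entry of the RefSeq gene table of the ARS-UCD2.0 assembly, and a genome annotation of the authors' build was not used here. Genes are therefore given by identifier, without symbol or position, and at most 2 that rose and 2 that fell are printed. For the same reason 3 planned analyses were not run: the list of 33 appetite and reproduction genes, the correlations between neuropeptides within each diet, and the gene set tests on 18 lists of genes, of which 0 members were matched. The rule set beforehand for naming genes took the largest rises and falls among the called genes, the appetite and reproduction genes, and members of gene sets that passed. It selected none, since no gene was called and no list was matched here. The study gave names beside some of its gene identifiers, and those names were not used.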

Results

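Gene expression was measured by RNA sequencing in the arcuate nucleus (ARC), a region at the base of the hypothalamus that receives metabolic signals and takes part in the control of reproduction. The tissue came from 29 prepubertal heifer calves, with 1 library per calf. High plane of nutrition (HI) calves numbered 14 and moderate plane (MOD) calves numbered 15. HI calves were offered 1.5 kg of milk replacer per day in 10 litres and were fed for a gain of 1.2 kg per day. MOD calves were offered 0.5 kg per day in 4 litres and were fed for a gain of 0.5 kg per day. The diets were given through a calf phase of 8 weeks and a post-weaning phase of 11 weeks, and the calves were 21 weeks old at the end. The libraries are named here by diet and by a replicate number in the order of the sample records.

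The deposited table listed 24596 genes by Ensembl identifier. Its values were read counts per 1000000 reads of effective library size, and the read counts behind them were recovered. The total per library ranged from 11040026 reads in MOD 15 to 20255414 reads in MOD 6, with a median of 14514318 reads. The mean total was 14077676 ± 1574814 reads in HI (SD, n = 14) and 14819666 ± 2116163 reads in MOD (SD, n = 15). The difference of -741990 reads was smaller than the spread between libraries (two-sided permutation test with 100000 resamples, p = 0.304). Between 16728 and 17247 genes had at least 1 read in each library. A single read was worth a value of 0.0498 in the deepest library and 0.0911 in the shallowest. A gene with no reads was therefore compatible with a value of up to 0.149 in MOD 6 and up to 0.273 in MOD 15, limits that cover counting error alone. The 10 most abundant genes took between 11.88% and 18.37% of the reads of a library.

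The first comparison asked whether the ARC samples separated by plane of nutrition. The principal components of log2(value + 1) were computed over the 14165 tested genes. The first component held 37.9% of the variance and the second held 20.6%. HI and MOD libraries were intermingled on both. HI 9 had a score of -124.5 on the first component and HI 13 a score of -62.9, while the remaining 27 libraries had scores between -14.1 and 25.5. On the second component, 9 libraries (4 HI and 5 MOD) had scores from -58.5 to -16.5. The remaining 20 libraries (10 HI and 10 MOD) had scores from -11.6 to 41.7. Diet accounted for 4.54% of the variance in a permutational analysis of variance, which was not larger than that of permuted diets (p = 0.248). The share moved most when HI 9 and HI 13 were left out, to 2.62% (p = 0.775).

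**Figure D1:**
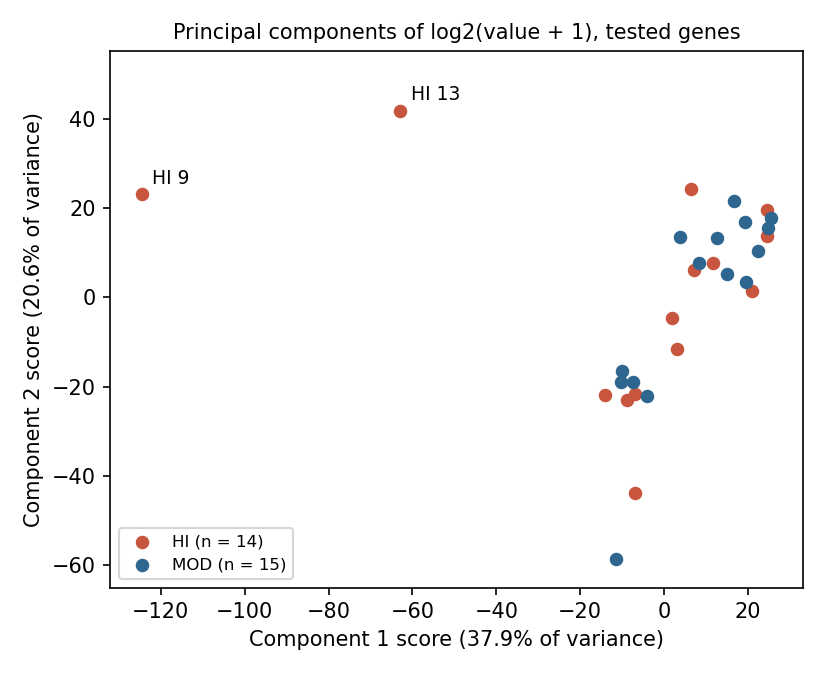
Scores of the 29 libraries on the first (horizontal axis, 37.9% of variance) and second (vertical axis, 20.6% of variance) principal components of log2(value + 1), coloured by diet (HI, n = 14; MOD, n = 15), with each point standing for 1 calf. HI 9 and HI 13 sit at -124.5 and -62.9 on the first component, apart from the remaining 27 libraries, and the diets overlap elsewhere.

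The second comparison asked which genes changed in the ARC with the plane of nutrition. Genes were tested with limma on log2(value + 1), so a fold change is on that scale and understates the change of genes with low values. At a Benjamini-Hochberg adjusted p-value below 0.10 and a fold change above 1.5, 0 of 14165 genes were called. The count was also 0 at an adjusted p-value below 0.05, and the smallest adjusted p-value from limma was 0.63. An unadjusted p-value below 0.05 was obtained for 797 genes (5.63% of those tested), of which 472 were higher and 325 lower in HI. The number that the threshold alone gives for 14165 unchanged genes is 708. The fold change exceeded 1.5 in 64 genes, 17 of them higher and 47 lower in HI, and 28 of the 64 had an unadjusted p-value below 0.05. The median log2 fold change of all tested genes was 0.003 and the median of its absolute value was 0.104, against a median standard error of 0.113. The alternative that moved the number of calls most was the edgeR exact test on the recovered reads with one dispersion shared by all genes, which called 97 genes, 68 higher and 29 lower in HI.

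The samples held no sequencing batch in their descriptions. As a check, the libraries were divided at a score of -15 on the second component, a division that left calves of both diets on each side. It was chosen after seeing the data, and wider steps in score lay between other neighbouring libraries. With the side of the division as a term, limma called 0 genes and 1068 genes had an unadjusted p-value below 0.05. Among the 9 libraries below the division, limma called 0 genes with 177 at an unadjusted p-value below 0.05. Among the 20 libraries above it, limma called 0 genes with 1193 at an unadjusted p-value below 0.05.

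Since no gene was called, 4 genes are described by identifier, and they were chosen after their values were seen. They are the gene that the edgeR exact test with gene-wise dispersions called, and the largest rise and the largest falls among the 97 genes called with one dispersion. ENSBTAG00000014420 had a value of 10.57 ± 3.12 in HI (SD, n = 14) and 6.86 ± 1.19 in MOD (SD, n = 15). Its log2 fold change in limma was 0.53 with a standard error of 0.113, an unadjusted p-value of 6.21e-05 and a Benjamini-Hochberg adjusted p-value of 0.63. It exceeded the MOD median in 12 of 14 HI libraries. In the edgeR exact test with gene-wise dispersions its adjusted p-value was 0.0485 at a log2 fold change of 0.62. Its highest HI values were 17.58 in HI 13 and 15.31 in HI 9, the libraries set apart on the first component. Without both, its log2 fold change in limma was 0.42.

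ENSBTAG00000016138 had a value of 74.95 ± 265.75 in HI (SD, n = 14) and 6.49 ± 13.52 in MOD (SD, n = 15). The medians were 2.77 and 2.6. The value was 998.18 in HI 13, and the next highest HI library was HI 2 with 13.45. In MOD the highest value was 54.6, in MOD 13. Its log2 fold change in limma was 0.52 with a standard error of 0.642 (adjusted p = 0.743). Without HI 13 the log2 fold change in limma was -0.05. With one dispersion the edgeR exact test gave a log2 fold change of 3.54 (adjusted p = 7.84e-90), which became -0.72 without HI 13.

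ENSBTAG00000014556 had a value of 3.8 ± 6.42 in HI (SD, n = 14) and 10.51 ± 16.75 in MOD (SD, n = 15), with medians of 0.61 and 4.54. Its values ranged from 0 to 17.78 in HI and from 0 to 61.39 in MOD. The log2 fold change in limma was -0.91 with a standard error of 0.645 (adjusted p = 0.63), a difference within the spread between calves. ENSBTAG00000027426 had a value of 4.87 ± 8.64 in HI (SD, n = 14) and 10.71 ± 14.47 in MOD (SD, n = 15), with medians of 2.24 and 2.6. Its log2 fold change in limma was -0.59 with a standard error of 0.466 (adjusted p = 0.637). The highest HI value was 34.66 in HI 2, and the next was 4.8 in HI 9. In MOD, 4 libraries had values from 30.68 to 36.94 and the remaining 11 had values of at most 3.24. With one dispersion the edgeR exact test gave log2 fold changes of -1.46 for ENSBTAG00000014556 (adjusted p = 3.14e-14) and -1.15 for ENSBTAG00000027426 (adjusted p = 1.35e-08). The first became -0.85 without MOD 7, and the second became -2.06 without HI 2. The shared dispersion was 0.084, whereas the gene-wise dispersions of these genes were 2.93 and 1.11.

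**Figure D2:**
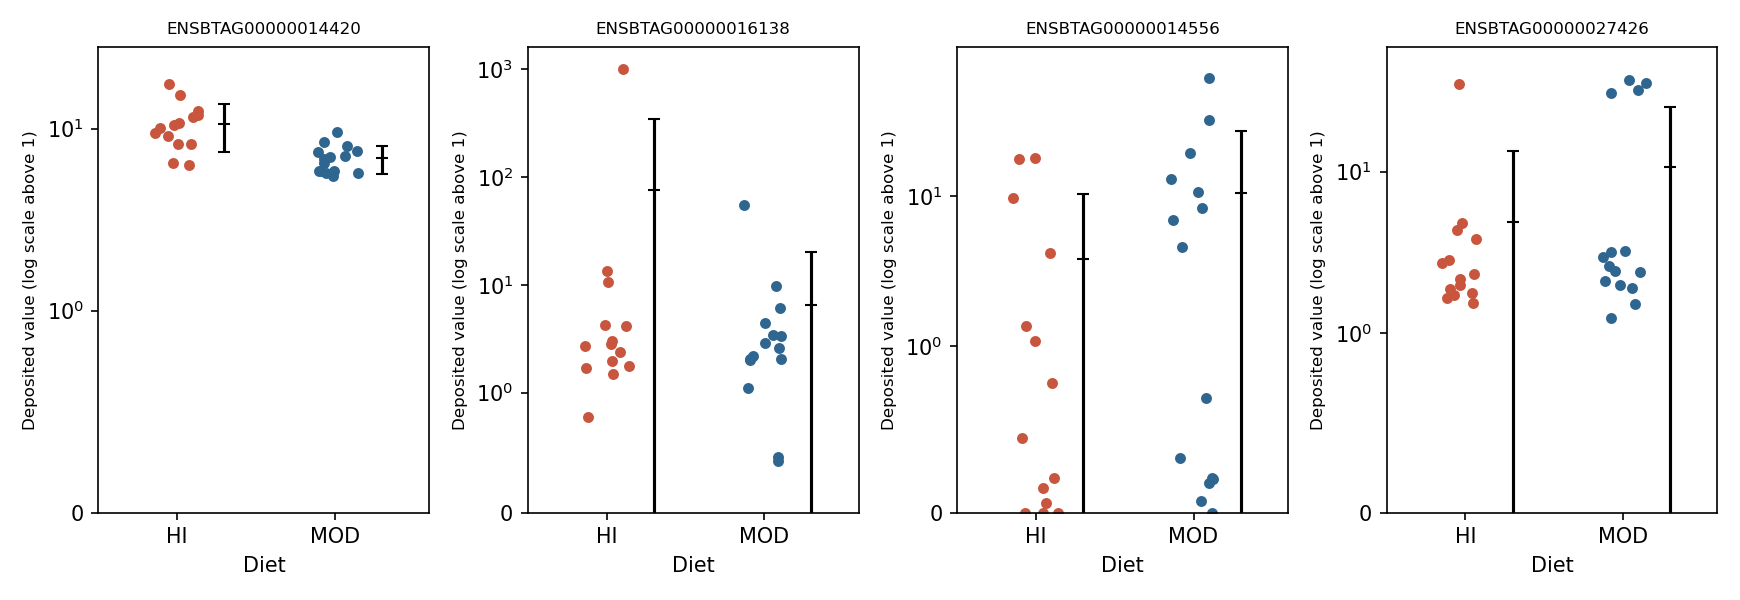
Deposited values (vertical axis, linear to 1 and logarithmic above it) of the 4 named genes in each library by diet (horizontal axis), with each point standing for 1 calf, the short bar for the mean and the whiskers for the SD (drawn to 0 where it exceeds the mean). The value of 998.18 in HI 13 lies above all other libraries for ENSBTAG00000016138, and for the remaining 3 genes the ranges of the diets overlap.

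The precision of the comparison was examined on simulated reads with the dispersions of the real genes, in which 200 genes were changed. limma called 89.5% of genes changed by 2-fold and 32.5% of those changed by 1.5-fold at an adjusted p-value below 0.10 and a fold change above 1.5. At the adjusted p-value alone it recovered 66.5% of the genes changed by 1.5-fold. A standard error below 0.1 was obtained for 38.6% of the tested genes. Changes below 1.5-fold were not simulated.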

Values the study reported

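The study reported that 14,417 genes were left for testing in the ARC once genes with low expression had been removed. It reported 80 differentially expressed genes in the ARC of HI calves relative to MOD calves, with 54 of them upregulated and 26 downregulated. The fold changes it gave by gene identifier included 11.95 for ENSBTAG00000016138 and -2.92 for ENSBTAG00000014556. In its multi-dimensional scaling plots, the samples did not group by plane of nutrition.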

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

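The number of called genes was 0 with limma on all 29 libraries and was again 0 in 21 of 29 alternatives, which included 15 of 15 alternatives in limma and limma-voom. The fit with one dispersion and without HI 9 and HI 13 is not among the 29 and is given below. Other normalizations and filters in the exact test changed the test as well. The alternatives in limma and limma-voom covered the pseudocount, the filter, robust moderation, RLE size factors and sample quality weights. They also covered calls at an adjusted p-value below 0.05 or with no fold change threshold, and the fit without HI 9 and HI 13. The calls at 0.05 and with no fold change threshold were read from the main limma fit. Its smallest adjusted p-value was 0.63, so these counts could only be 0. The side of the division at -15 on the second component was fitted as a term, and each side was fitted by itself. The quasi-likelihood test, its robust form, its form with surrogate variables, glmTreat and the Wilcoxon test also called 0 genes. The edgeR exact test with gene-wise dispersions called 1 gene, as it did with RLE size factors, upper quartile normalization, the filter read literally (genes with a value below 1 in at least 14 libraries removed) or a minimum value of 5. DESeq2 called 1 gene. The exact test called 2 genes when every gene with at least 1 read was tested. With library size alone as the normalization it called 0, because the log2 fold change of ENSBTAG00000014420 became 0.58, below the fold change threshold, at an adjusted p-value of 0.0919. The exact test with one dispersion for all genes called 97 genes. The limma count stayed 0 across the 29 fits that each left out 1 library.

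The exact test with gene-wise dispersions called from 0 to 3 genes across the 29 fits that each left out 1 library, with 3 without MOD 8 and 0 in 8 of the fits. Its adjusted p-value for ENSBTAG00000014420 ranged from 0.00409 to 0.179 over these fits, and was below 0.10 in 21 of them. The exact test with one dispersion called from 72 genes without HI 13 to 155 genes without HI 14, and 154 without HI 8. Without both HI 9 and HI 13 it called 76 genes.

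The number of genes with an unadjusted p-value below 0.05 in limma was 797 with all libraries and moved with single libraries. It was 458 without HI 13 and 490 without HI 9, and it was 1327 without HI 8 and 1273 without HI 14. It was 378 without both HI 9 and HI 13, 177 among the 9 libraries below -15 on the second component, where fewer samples were tested, and 1321 in limma-voom with sample quality weights, which gave HI 9 a weight of 0.05 and HI 13 a weight of 0.14. Under the remaining alternatives to the test, the normalization and the filter it lay between 653 and 1193, except in glmTreat, which tests against a fold change of 1.2 and gave 104. The exact test with one dispersion and without HI 9 and HI 13 gave 540.

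The log2 fold change of ENSBTAG00000016138 reversed to -0.17 in limma-voom with sample quality weights, to -0.53 in the quasi-likelihood test with surrogate variables and to -0.18 in limma without HI 9 and HI 13. With one dispersion and without HI 9 and HI 13 it was -0.94 in the exact test, with an adjusted p-value of 6.55e-07, so the gene was called in opposite directions with and without these libraries. Its value in HI 13 was 998.18, and leaving out HI 13 alone brought the log2 fold change in limma to -0.05. The other 3 named genes kept their direction in each alternative that tested them. ENSBTAG00000014556 fell below the literal filter and the minimum value of 5, and ENSBTAG00000027426 below the minimum value of 5. ENSBTAG00000014420 passed an adjusted p-value of 0.10 in 9 alternatives, 8 of them forms of the exact test and the ninth DESeq2, with adjusted p-values from 0.0259 to 0.0919. It also passed with one dispersion and without HI 9 and HI 13, at 0.099. Its log2 fold change was then 0.48, below the fold change threshold, so it was not called. ENSBTAG00000014556 and ENSBTAG00000027426 passed an adjusted p-value of 0.10 with one dispersion, with or without HI 9 and HI 13, and in no other alternative.

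The share of variance with diet kept its side of the threshold with the 500 most variable genes (3.3%), prior counts of 0.5 (4.3%) and 2 (4.39%), library size alone (4.56%) and without HI 9 and HI 13 (2.62%), with p-values from 0.245 to 0.775. The difference in total reads was -741924 reads over tested genes alone (permutation test, p = 0.303). The exact test with gene-wise dispersions was the test planned at first, and it became an alternative once the unit of the values was known. Its fits that each left out 1 library were planned, whereas those in limma were not. One dispersion in the exact test, the pseudocounts, robust moderation, RLE size factors in limma, prior count 2, the division on the second component, and the fits without HI 9 and HI 13 were chosen after seeing the data.

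A batch term from library names, an offset for gene length and GC content, the gene set tests and the neuropeptide correlations were not run. The column names carried no prefix, and the gene identifiers were not paired with names, lengths or sequences here. Depth limits the genes with low values, since a gene with no reads was compatible with a value of up to 0.273 in the shallowest library.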

Other observations

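The tests on the number of genes called with one dispersion, on the sequencing depth and the most abundant genes of HI 9 and HI 13, and on the genes raised in HI 13 were chosen after their results had been seen, and the remaining tests were written down beforehand. HI 9 and HI 13 were singled out after the principal components had been seen, in each test that names them.

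The number of genes called in limma was 0, with 797 genes at an unadjusted p-value below 0.05. That is lower than the number of differentially expressed genes quoted from the study above. The exact test with one dispersion for all genes called 97 genes, with 68 higher and 29 lower in HI, and 82 genes at an adjusted p-value below 0.05. The exact test with gene-wise dispersions, the test planned at first, called 1 gene. Which dispersion the study used was not examined here.

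The fold change of ENSBTAG00000016138 in limma was 1.43. That is lower than the value quoted from the study above. The fold change of ENSBTAG00000014556 in limma was 1.88, with the higher value in MOD. That is smaller in size than the value quoted from the study above. With one dispersion the exact test gave fold changes of 11.6 and 2.75 for these genes, in the same directions, which lie closer to the quoted values. On the log2 scale these are 3.54 and -1.46, against 3.53 and -1.46 with gene-wise dispersions, so the dispersion did not set the size of the fold change. limma with a pseudocount of 0.1 gave log2 fold changes of 0.62 and -1.39. Over all alternatives, the log2 fold change of ENSBTAG00000014556 ranged from -0.74 to -2.96. The first came from limma on the libraries below the division on the second component, and the second from limma-voom with sample quality weights. Both genes had been printed as the largest rise and the largest fall among the genes called with one dispersion. The other fold changes listed by the study were not compared. Its largest listed fall in the ARC exceeded every fall among the genes called with one dispersion.

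The 97 calls with one dispersion were examined for what may lie behind them. The 29 libraries were divided at random into 14 and 15, and 57 of 100 splits, the real one included, gave as many genes as the real diets. The 99 random splits gave from 38 to 614 genes, with a median of 115. Of the 97 genes, 99.0% had a gene-wise dispersion above the shared value of 0.084, against 31.0% of all tested genes, and their median dispersion was 0.417. This is consistent with a spread between calves that exceeds the one dispersion assumed. In simulated reads with gene-wise dispersions and 200 genes changed by 2-fold, the test with one dispersion also called 134 unchanged genes, against 19 for the exact test with gene-wise dispersions and 5 for limma. When the simulated reads had one dispersion for all genes, it called 2. A loss of over 50% of the log2 fold change in a fit without 1 library was seen in 25.8% of the calls (25 genes), most often without HI 13 (8 genes). For most of the calls, then, no single library carried over 50% of the log2 fold change. A smaller loss can also undo a call, and how many genes stayed called in every such fit was not counted. Of the 97 genes, 37 had an unadjusted p-value below 0.05 in limma and 23 in the Wilcoxon test, and 0 had an adjusted p-value below 0.10 in limma. An effect of diet on some of the 97 genes stays open, and these libraries did not separate it from the spread between calves.

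The same splits were applied to the other counts. In limma, 29 of 100 splits gave at least 797 genes with an unadjusted p-value below 0.05, and the 99 random splits ranged from 82 to 3377 genes with a median of 346. With gene-wise dispersions in the exact test, 50 of 100 splits gave at least 1 called gene, and the random splits ranged from 0 to 353. In limma itself the median of the 99 random splits was 0 called genes. Of these splits, 2 gave any call, with 1 and 211 genes.

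HI 9 and HI 13 lay at -124.5 and -62.9 on the first principal component, apart from the remaining 27 libraries. Sequencing depth does not account for this, since 0 of the 2 had a total outside the range of the 27 (16589647 and 14955943 reads, against 11040026 to 20255414). The 10 most abundant genes took 13.77% of the reads of HI 13, inside the range of 11.88% to 17.68% in the 27 libraries, and 18.37% in HI 9, just above it. The size factor of HI 9 was 0.803, but a scaling leaves the ranks of genes within a library as they were. The mean rank correlation with the other libraries was 0.847 for HI 9 and 0.916 for HI 13, both below the range of 0.942 to 0.972 in the 27. This argues against the scaling factors in both, and against a few abundant genes as the whole cause in HI 9. The study selected healthy calves and RNA of high integrity. The dissection and any difference between calves inside that selection stay open as untested, as does the diet, since both calves were on HI.

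The gene ENSBTAG00000016138 had a value of 998.18 in HI 13, against 54.6 in the next highest of all libraries. HI 13 held 13 genes more than 5 times above every other library, and no other library held any (0 genes). The rise is thus consistent with a change of many genes in that library and not of this gene alone. Which tissue or cells the 13 genes come from was not tested, and their identifiers were not paired with names here. The rise was present in 1 of 14 HI calves, and an effect of diet in that calf alone stays open as untested.

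The SD of log2(value + 1) was larger in HI than in MOD for 78.2% of tested genes. Without HI 9 and HI 13 the share was 45.4%, below 50%. It was 66.0% without HI 9 alone and 76.1% without HI 13 alone. These libraries had been picked as the most extreme and none was left out of MOD, so a lower share was to be expected from the choice alone. Whether the spread differs between the diets apart from these libraries cannot be told apart from their effect by this comparison.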
